A study of marine plankton environmental sample with 70 samples.

How the data were processed

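The data are read counts from 70 RNA sequencing libraries of marine plankton. Per the labels' protocols, organisms were picked from filtered sea water with a capillary under a microscope, dispensed into wells of a plate, lysed there and taken through Smart-seq2, a method that makes full-length cDNA from the RNA of single cells and amplifies it by PCR. The sample titles give each library's well, in 14 plate rows (B to O) and 5 plate columns (3 to 7). Per the labels' protocols, organisms were picked in 2 batches and 2 wells without an organism were carried through as controls. Neither the batch nor the empty wells are given per well in the sources used here, so every library was left without a group and no comparison between groups was made. No well was taken for a control on the basis of its counts.

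The deposited values are raw read counts per contig, a contig being a sequence assembled from the reads. Per the file headers, each library has a count of reads on the plus strand, on the minus strand and in total for each of 798797 contigs. The counts on the 2 strands summed to the total on every line, and the matrix of the whole series held the same totals as the 70 single tables, with 0 differing values. Per the file headers, each contig name carries a length, a k-mer coverage (the mean number of times the short words of the contig were seen by the assembler), a gene-group number and an isoform number, and 1 set of contigs served all wells. The assembler, the aligner, the counting tool and any filter are not given in the sources used here. Contigs carry no gene name, organism or sequence in the files, no reference was used, and contigs are given by name only. Reads of closely related transcripts could be shared among contigs by the counting, so the value of a single contig is uncertain.

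Everything below was computed from the total counts with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. A contig was called detected in a well at 10 counts or more. Depth was equalised, where stated, by drawing 10000 counts per well without replacement, which left out the 4 wells with fewer. Similarity of 2 wells was the sum over contigs of the smaller of the 2 relative abundances, in percent (100 minus the Bray-Curtis dissimilarity in percent). A close partner was another well sharing at least 50%. Possible spill-over was examined on source contigs, which had at least 10000 counts in 1 well and at least 90% of all their counts there. Their counts in every other well were divided by the counts in the source well, averaged over the contigs of that source well, then over source wells. This value does not separate spilled reads from transcripts of the receiving well.

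The total count per well carries no replicate error, since the labels give no replicate wells. Medians over wells are given with 95% intervals from order statistics, shares of contigs with exact Clopper-Pearson intervals, and the median similarity with a bootstrap of wells of 1000 draws. PCR reads without molecular identifiers are not independent molecules, and 371977 values were exactly 2 counts against 180267 of exactly 1 count, so that reads were mostly counted in pairs. The exact intervals for shares of counts treat reads as independent, so they are too narrow even for counting error. Those for shares of contigs treat contigs as independent. Neither kind covers the spread between wells or the picking of the largest contigs and the highest wells. The intervals of medians over wells and the bootstrap of wells reflect the spread between wells.

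Relations to plate position and depth were tested by permutation of wells with 100000 resamples, whose smallest possible p is 1e-05. The tests were a two-sided test of Pearson's r and Spearman's rho, a Kruskal-Wallis statistic over plate columns and over plate rows, a one-sided test of the similarity of adjacent wells, and one-sided tests of spill-over in the same column, the same row and adjacent wells. These 8 tests form 1 family, and Benjamini-Hochberg adjusted values are given beside the raw p. Spill-over tests with a single source well left out used 10000 resamples and lie outside this family. Tests, thresholds and the first list of other settings were fixed before the data were examined. Contigs named in the text were fixed by rule: the 2 detected in the most wells, with ties broken by mean relative abundance, and the 2 with the highest mean relative abundance over wells. Wells were named by rule as the highest, the lowest and the most similar pair of each measure. The source wells on which a spill-over value rests, and the wells listed among the other observations, were chosen after their values were seen.

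The other settings fixed at that time changed the detection minimum (1 or 50 counts), the depth, the contig length (at least 500 bases), the number of largest contigs (5 or 50), the share of wells, the similarity threshold (25% or 75%), the similarity measure, the kind of neighbour, the wells used and the rule for source contigs. Settings added after the data were seen were sums over gene groups, the removal of contigs with high k-mer coverage, permutations within plate columns or rows, a limit of 10000 counts per well for the similarity of adjacent wells, and a limit of 1000000 counts per well for the correlation. The limit of 10000 counts was among the first settings for the other results.

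The statistics were tested on simulated data. A planted similarity of 40% came back as 39.9% over 798797 contigs. A planted spill-over of 500 per 1000000 in the same row came back as 497.5 per 1000000 over 223 contigs. That simulation gave the other wells an even background and no transcripts of their own. It thus does not show that such a spill-over could be recovered from the uneven counts of the real wells. A planted rise of 10 percentage points between adjacent wells came back as 10 points. The rise was added to every adjacent pair and read as the change in the same values, so this result was fixed in advance. Of 100 random placements of wells, 7 gave a p below 0.05 in the test of adjacent wells. A planted difference of 15 points between sides of the plate came back as 15 points, a result fixed in advance in the same way. In the test of sides, 3 of 100 random placements gave a p below 0.05. Of 400 simulated contigs made by splitting contigs in 2, 100% had a partner at a constant ratio, against 0% of 200 contigs with shuffled profiles.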

Results

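The study captured single planktonic organisms from sea water and sequenced the RNA of each in its own plate well. The files give read counts on a common set of 798797 contigs for 70 wells. The contigs were 71 to 114708 bases long with a median of 333 bases, and 3179 of them had no count in any well. The labels place no well in a group, and wells are therefore described singly or by their median and range.

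A total of 221084953 reads were counted over the 70 wells. The total count per well had a median of 2985772 (95% interval 2738994 to 3331828) and ranged from 204 in well B4 to 5865145 in well D6. Between 1000000 and 6000000 counts were found in 64 wells. The other 6 wells were L3 with 461778 counts, M5 with 64359, O3 with 4638, O4 with 357, B3 with 205 and B4 with 204. Restricting the contigs to those of at least 500 bases moved the median total most, to 1110537.

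**Figure D1:**
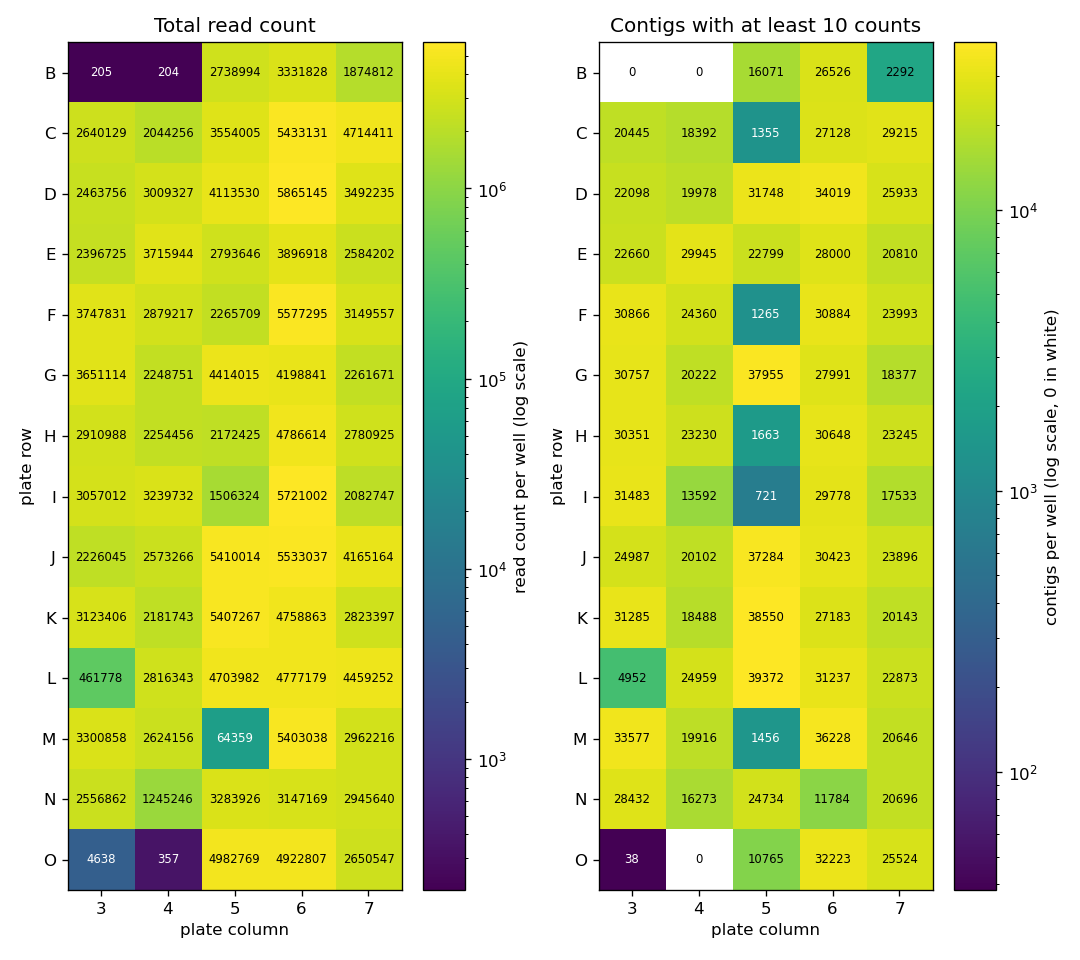
Total read count (left) and number of contigs with at least 10 counts (right) of each well, drawn at its plate row and column with log colour scales; the number in each well is its value. Totals run from 204 counts in B4 to 5865145 in D6, and contigs from 0 in B3, B4 and O4 to 39372 in L5.

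The number of contigs detected per well, at 10 counts or more, had a median of 23570.5 (95% interval 20646 to 26526). It ranged from 0 in wells B3, B4 and O4 to 39372 in well L5. With all wells thinned to 10000 counts the median was 84 contigs over 66 wells, with a range of 46 to 355. At that depth the minimum of 10 counts corresponds to a fixed share of the well, so the thinned number counts abundant contigs only. The 10 largest contigs of a well held a median of 4.67% of its counts (95% interval 3.29% to 5.28%), with a range of 2.24% in N5 (exact 95% interval 2.22% to 2.26%) to 21.5% in B3 (16.05% to 27.72%). B3 had only 205 counts, and among wells of at least 10000 counts the highest share was 16.2% in N6 (16.17% to 16.25%). Taking the 50 largest contigs in place of 10 gave a median of 11.9%.

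Whether wells with more reads also had more contigs was asked over all 70 wells, on the log10 scale after adding 1. Pearson's r was 0.948 and Spearman's rho was 0.760, each with a p of 1e-05 in a two-sided permutation test, the smallest it can give, and an adjusted p of 2e-05 over the 8 tests. Without B3 and B4, the 2 wells farthest from the median total, r was 0.895. The wells did not form 1 continuous range of totals, and the pooled r rested in large part on the wells with few counts. Over the 66 wells of at least 10000 counts r was 0.579 (permutation p 6e-05) and rho was 0.713 (permutation p 1e-05). Without M5 and D6, the 2 wells farthest from the median among these 66 on the unlogged count scale, r was 0.503. On the log10 scale L3 lay farther from the median than D6. Over the 64 wells of at least 1000000 counts, which leave out M5 and L3, r was 0.488. Within plate columns 3, 4, 5, 6 and 7, over wells of at least 10000 counts, r was 0.976, 0.422, 0.558, 0.716 and 0.614. In the same order rho was 0.790, 0.420, 0.749, 0.604 and 0.714. Column 3 here includes L3 and column 5 includes M5, and r within columns was not computed without them. The relation was not past the threshold in column 4 (12 wells, permutation p 0.171, adjusted p 0.179 over 10 tests, r and rho in each of 5 columns). With contigs detected after thinning the sign changed, with an r of -0.259 (permutation p 0.0424) and a rho of -0.471 (permutation p 7e-05) over 66 wells.

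**Figure D2:**
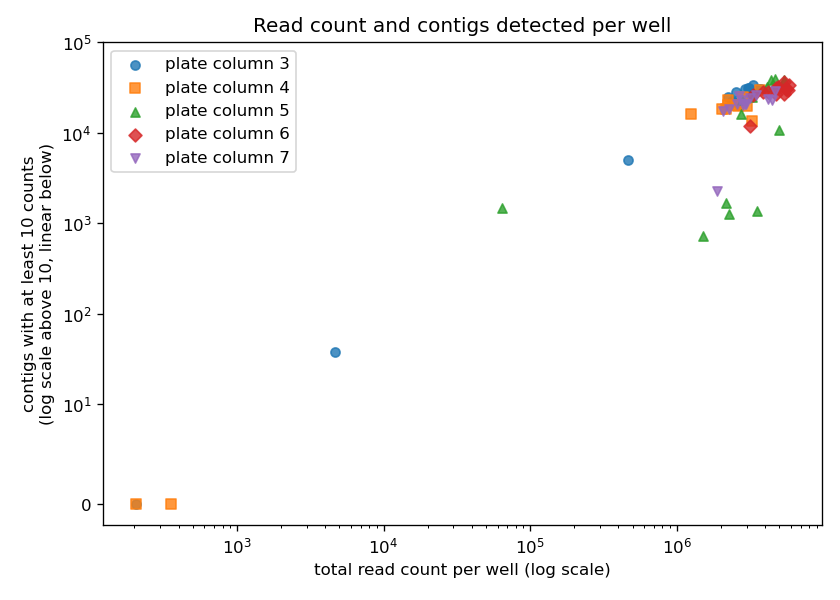
Number of contigs with at least 10 counts against total read count, 1 point per well, marked by plate column; both axes are logarithmic, the vertical one linear below 10. The 64 wells of at least 1000000 counts lie close together at the right, and 4 wells lie below 10000 counts.

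How far wells shared their transcripts was described by the number of wells in which each contig was detected. Of 481902 contigs detected in any well, 375679 were detected in 1 well only, which is 78.0% (exact 95% interval 77.8% to 78.1%). These contigs held 10.3% of all counts. The 32811 contigs detected in at least 10 wells held 81.4% of all counts. Lowering the detection minimum to 1 count moved the share of contigs found in 1 well most, to 63.4%.

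At least 90% of wells means 63 wells, and 2 contigs were detected in that many. The contig NODE_732244, 235 bases long, was detected in 63 wells, with a mean relative abundance of 0.0188% and a highest value of 0.207% in M4 (exact 95% interval 0.201% to 0.212%). The contig NODE_625324, 256 bases long, was detected in 63 wells, with a mean of 0.0164% and a highest value of 0.183% in L3 (0.171% to 0.196%). The 2 contigs with the highest mean relative abundance were each detected in 26 wells. NODE_357634, 353 bases long, had a mean of 0.323% and a highest value of 2.18% in K4 (2.16% to 2.19%). NODE_379058, 342 bases long, had a mean of 0.260% and a highest value of 1.12% in D3 (1.11% to 1.13%). The counting could have shared reads among alike contigs, so these abundances are uncertain.

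Similarity was computed for all 2415 pairs of wells. The median pair shared 5.94% of relative abundance (bootstrap 95% interval 3.70% to 10.7%), and 59.2% of pairs shared under 10%. Without the contigs of high k-mer coverage, an alternative added later, the median was 2.62%. At least 50% was shared by 558 pairs. A close partner, sharing at least 50%, was found for 49 wells, of which 46 had their most similar well in the same plate column. Random positions would place 18.8% of partners there. The most similar pair, F6 and J6, shared 86.0%. Drawing both wells 100 times from 1 profile at their depths gave 94.8% to 94.9%, a ceiling set by counting alone that does not include the noise of separate libraries. Thinning to 10000 counts left 3 wells with a close partner. At that depth 2 draws from 1 profile share only 47.2% for F6 and J6, and the threshold of 50% lies above what depth allows for that pair.

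The median similarity within a plate column was 53.7% for column 3, 33.7% for column 4, 5.98% for column 5, 80.4% for column 6 and 50.7% for column 7. All wells under 10000 counts lie in columns 3 (B3 and O3) and 4 (B4 and O4), and their pairs enter these medians. The most that B3, O3, B4 and O4 shared with any well was 4.88%, 13.4%, 4.88% and 16.7%. Columns 3 and 4 are therefore not compared with columns 5 to 7 on equal terms. Wells of column 5 differed widely in how much they shared with their most similar well, from 2.45% in I5 to 85.4% in J5 and K5. In H5, F5, C5 and O5 that value was 2.48%, 3.45%, 6.98% and 16.7%. The partner was O3 for F5 and C5 and O4 for O5, both wells of few counts. Among wells of at least 10000 counts the highest values for F5, C5 and O5 were 2.31%, 6.94% and 11.5%. Between columns 3 and 4 the median was 34.7%. Between column 5 and columns 6 and 7 it was 52.9% and 47.8%, and between columns 6 and 7 it was 56.99%. Any pair of columns with 1 of columns 3 and 4 and 1 of columns 5, 6 and 7 had a median between 2.70% and 4.42%.

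**Figure D3:**
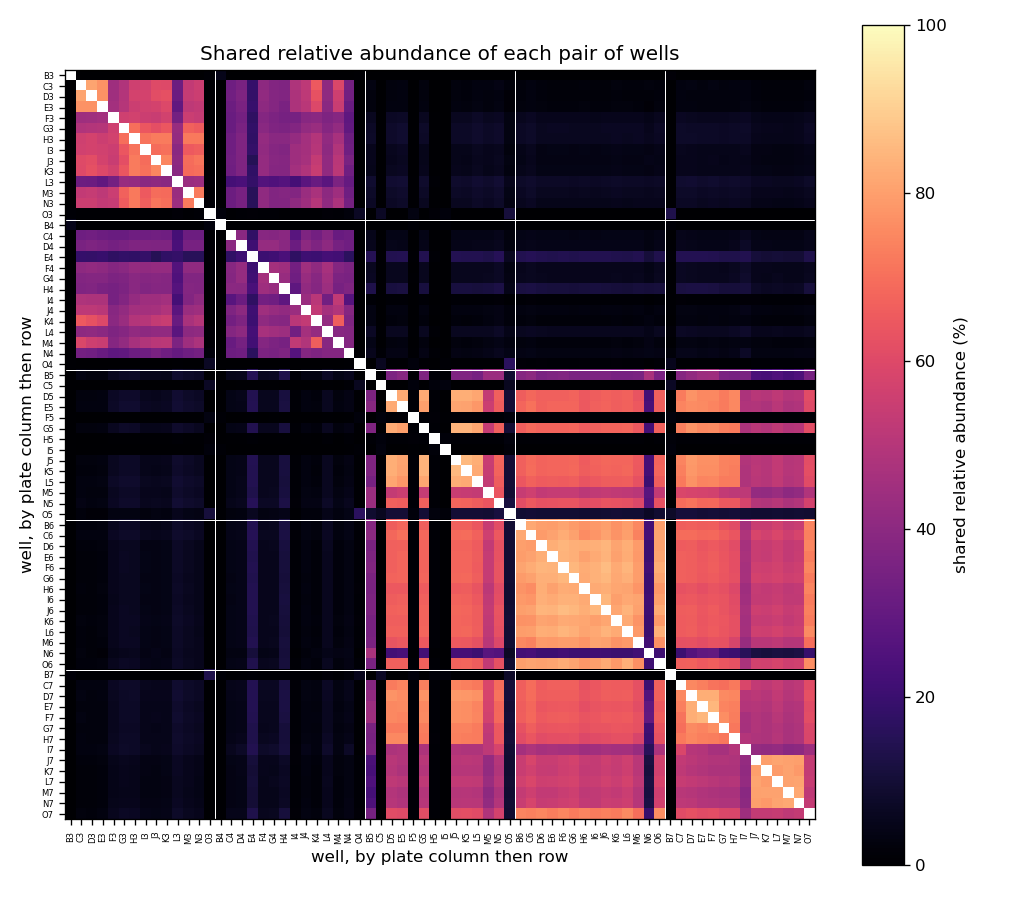
Shared relative abundance in percent of every pair of the 70 wells, ordered by plate column and then plate row; white lines part the columns and the diagonal is left blank. Pairs between columns 3 to 4 and columns 5 to 7 have medians of 2.70% to 4.42%, against 80.4% within column 6.

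Whether position on the plate shows in the profiles was asked by comparing neighbours with all other pairs. The 121 adjacent pairs shared 42.2% in the mean and the 2294 other pairs 21.7%, a difference of 20.5 percentage points (one-sided permutation test, p 1e-05, the smallest possible, adjusted p 2e-05 over the 8 tests). The difference was 28.9 points for vertical neighbours and 9.63 points for horizontal neighbours. With positions permuted within plate columns only, an alternative added later, vertical neighbours shared 50.8% and other wells of the same column 42.5%. That difference was 8.34 points (permutation p 1e-05). Over wells of at least 10000 counts it moved most, to 6.004 points, from 54.1% against 48.1% (permutation p 0.0002). With positions permuted within plate rows only, also added later, horizontal neighbours shared 32.1% and other wells of the same row 9.33%, a difference of 22.8 points (permutation p 1e-05). The other pairs of a row lie mostly between columns 3 to 4 and columns 5 to 7, whose median similarity was 2.70% to 4.42%, so differences between columns enter this value.

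Total count differed between plate columns (Kruskal-Wallis statistic 29.4, permutation p 1e-05, adjusted p 2e-05). The median total was 2598496 in column 3, 2413861 in column 4, 3418966 in column 5, 4854710 in column 6 and 2884518 in column 7. Over plate rows no difference was detectable (Kruskal-Wallis statistic 8.98, permutation p 0.803, adjusted p 0.803). With 5 wells per row and the differences between columns left in, this test could miss a pattern in single rows. All wells under 10000 counts (B3, B4, O3 and O4) lie in the end rows B and O. These rows had the lowest median totals, 1874812 and 2650547, and the fewest contigs detected, with medians of 2292 and 10765.

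Possible spill-over of reads between wells was examined through the counts that 223 source contigs, from 16 source wells, had in other wells. These counts were not separated from transcripts that the other wells held themselves. In wells of the same column as the source they had 521.3 counts per 1000000 counts in the source, against 353.4 in all other wells, a difference of 167.9 per 1000000 (one-sided permutation test, p 0.189, adjusted p 0.252 over the 8 tests). In wells of the same row the difference was -6.21 per 1000000 (permutation p 0.324, adjusted p 0.370). In adjacent wells it was 415.3 per 1000000, from 779.0 against 363.7 (permutation p 0.0595, adjusted p 0.0952). None of the 3 was past the threshold. Single source wells decided these values, and of those that did, B5 and D4 had 1 source contig each and F3 had 5. Each source well weighed the same, although C5, O5, F5, H5 and I5 gave 65, 49, 37, 28 and 20 of the 223 contigs. The same-column mean exceeded the mean over all receiving wells in C4, C5, D4, E4, H4, I3 and J4. In the other source wells it was lower. The contig of B5 reached 77384 per 1000000 in O7. Without source well D4 the same-column difference was -1.04 per 1000000 (permutation p 0.296), and without B5 it was 297.6 (permutation p 0.0021). Without B5 the adjacent difference was 543.5 per 1000000 (permutation p 0.0063), and without F3 it was 170.8 (permutation p 0.126). The same-row difference ran from -208.9 without F3 to 95.5 without B5. With source contigs holding at least 99% or at least 50% of their counts in 1 well, the same-column difference was past the threshold, at 80.4 per 1000000 (permutation p 0.00384) and 3817 per 1000000 (permutation p 0.00043). With source contigs of at least 1000 counts the same-row difference was 609.6 per 1000000 (permutation p 0.0155), and with those at 50% it was -1751 per 1000000 (permutation p 0.913).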

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

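The files hold 2 kinds of value that the comparisons do not use, the k-mer coverage in the contig names and the counts per strand. Of the tests on them, that of constant-ratio partners was set before its result was seen, while the tests of a counted subset of reads and of short contigs, and the matching on wells, were chosen after.

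The coverage in the names was whole after multiplication by the contig length less 71 bases for 99.3% of 631514 contigs, against 3.13% for the next best word length, so words of 71 bases were taken. The coverage then gives the number of words seen, which had a median of 62.5 per counted read. In 23582 contigs, 3.00% of the 786138 compared, the number of words per counted read was over 10 times that median. These contigs of high k-mer coverage held 61.6% of all counts and were detected in a median of 32 wells, against 1 well for other detected contigs. If a fixed part of the reads had been counted, the number of words per counted read would be raised alike in all contigs. Among contigs of at least 1000 counts, its median was 47.9 in the 2101 contigs detected in 1 well and 4081 in the 22033 detected in 10 wells or more. The ratio of these medians was 85.2 (bootstrap interval 83.0 to 88.1). The contigs of high k-mer coverage were chosen by this same number and had already been seen in more wells. The ratio restates that pattern, so no conclusion on a fixed part of the reads is drawn from it. A candidate explanation is that reads of an abundant sequence were split among near-identical contigs. This was tested only in contigs of at least 1000 counts and at least 20 wells, with a dispersion limit of 3 for a constant ratio. The test thus does not cover all 23582 contigs of high k-mer coverage. Of 1321 such contigs matched to others on total count, 69.7% (exact interval 67.2% to 72.2%) had a partner whose counts kept a constant ratio over wells. Among the others the share was 7.19% (5.86% to 8.72%). Matched also on the number of wells, the share in contigs of high k-mer coverage was 68.7%. Transcripts of 1 organism that vary together could give constant ratios too, and without contig sequences the explanations stay open. No biological explanation was tested, since the labels give no groups.

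Of 93411 contigs with at least 100 counts, 129 had at least 90% of their reads on 1 strand. Such contigs held 0.131% of all counts. Wells had 49.02% to 50.28% of their counts on the plus strand, a sum that does not show the balance within single contigs. If contigs shorter than the sequenced fragments were the cause, short contigs would be affected more often. The share was 0.587% (exact interval 0.474% to 0.717%) under 300 bases and 0.0452% (0.0315% to 0.0629%) at 300 bases or more, which is consistent with an effect of contig length. The 35 longer contigs are left unexplained by it, the length of the fragments is not given in the sources used here, and no biological explanation was tested.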

How the results depend on the processing

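Over 14 results, 64 alternatives were run. Of these, 38 kept the direction and the side of the threshold or, for values with no test, stayed within the 95% interval or, for a number of wells or contigs, within 1.5 times, while 21 moved a value that has no test, 2 took a difference past the threshold with its sign kept, and 3 changed a sign, 1 of which also went past the threshold. The 38 include 6 runs without contigs detected in at least 90% of wells, which took out only 2 contigs and say nothing about stability, and 32 remain without them. The alternatives on high k-mer coverage, gene groups, permutations within columns or rows, the limit of 10000 counts for adjacent wells and the limit of 1000000 counts were chosen only after the results were seen, as were the values without single source wells. Causes were not tested except where the construction of an alternative gives them.

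Restriction to contigs of at least 500 bases gave a median total of 1110537 counts and a median of 9122.5 contigs detected, since fewer contigs entered. Removal of the contigs of high k-mer coverage gave a median total of 1110658 counts, 12600 contigs detected, 11.4% of counts in the 10 largest contigs, 81.7% of detected contigs in 1 well only and a median similarity of 2.62%. These contigs hold most of the counts, which by construction lowers the totals. A detection minimum of 1 count gave 43860.5 contigs per well, 63.4% in 1 well only and 167 contigs in at least 90% of wells. A minimum of 50 counts gave 9186 contigs, 69.5% and 0 contigs. Sums over gene groups gave 78.9% in 1 well only, and a limit of 75% of wells gave 836 contigs. The share of the largest contigs was 2.92% for the 5 largest, 11.9% for the 50 largest and 5.48% with counts divided by contig length.

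Thinning to 10000 counts gave 84 contigs per well, 77.7% in 1 well only and 3 wells with a close partner. It reversed the correlation of total count with contigs detected to an r of -0.259 (permutation p 0.0424) and a rho of -0.471 (permutation p 7e-05). Thinning removes the effect of depth by construction, and the detection minimum then admits abundant contigs only. The correlation stayed positive and past the threshold with a detection minimum of 1 count and over wells of at least 10000 or 1000000 counts, with r from 0.488 to 0.875.

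Spill-over in the same column passed the threshold with source contigs at 99% (80.4 per 1000000, p 0.00384) and at 50% (3817 per 1000000, p 0.00043) in permutation tests. With each source well left out in turn these differences ran from 51.5 to 95.4 and from 3018 to 4347 per 1000000, and the lowest, without C4 and without I4, kept permutation p values of 0.0109 and 0.006. The same-row difference changed sign with source contigs of at least 1000 counts (609.6 per 1000000, permutation p 0.0155) and at 99% (12.1 per 1000000, permutation p 0.217), and was -1751 per 1000000 at 50% (permutation p 0.913). At 1000 counts it fell short of the threshold without source well E7 (381.8 per 1000000, permutation p 0.0614). The adjacent difference was positive and not past the threshold under all 3 source rules, but passed it at 543.5 per 1000000 without source well B5 (permutation p 0.0063). The cause of these changes was not tested, and transcripts shared by wells of a column stay open as a cause of the same-column excess. With source contigs of at least 1000 counts the same-column difference was 7.03 per 1000000 (permutation p 0.417), so the same-column result depends on the source rule.

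The higher similarity of adjacent wells stayed past the threshold under all 10 alternatives, with differences from 6.004 to 28.9 percentage points among those on the percent scale of shared abundance. Of these, only the permutations within columns remove differences between columns, with 8.34 points over all wells and 6.004 over wells of at least 10000 counts. The difference in total count between columns also stayed past it, and that between rows stayed short of it. Depth limits the 4 wells under 10000 counts, where 3 had no detected contig, and at 10000 counts it limits the similarity that any pair can reach.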

Other observations

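Of the tests in this part, only that of equal depth for the split between plate columns was set before its result was seen. Those of chance placement, high k-mer coverage and picking batches for that split, both tests on adjacent wells, both tests on the wells of few counts and the test on the range of contigs detected were chosen after. An earlier form of the last test compared the wells with the fewest contigs with the rest. It was replaced because it picked wells by the measured outcome.

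Wells of plate columns 3 and 4 differed in profile from those of columns 5 to 7. Over wells of at least 10000 counts (24 and 42 wells), pairs on the same side shared 44.1% in the mean and pairs across 4.53%, and no pair across shared more than 15.3%. The split was chosen from the data, so its difference of 39.6 points was set against the best of all 15 splits of the columns under random placement, which gave a one-sided permutation p of 0.0001, the smallest 10000 resamples can give. With wells thinned to 10000 counts the difference was 24.6 points, and without contigs of high k-mer coverage 27.6 points, which argues against unequal depth or those contigs as the whole cause. The 2 picking batches of the protocol are a candidate explanation that cannot be told apart from a difference in the organisms picked, since the labels of 0 wells name a batch. In the same wells, contigs of high k-mer coverage held 36.6% to 46.4% of the counts in column 3 and 25.6% to 45.04% in column 4. Their share had a median of 77.7% and a range of 0.619% to 83.6% in column 5, 80.6% and 78.4% to 83.8% in column 6, and 77.3% and 0.411% to 82.4% in column 7. No biological explanation was tested.

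The higher similarity of adjacent wells was weighed against carry-over. Of 113 adjacent pairs of wells of at least 10000 counts, 21 shared under 5%, the lowest 0.0739%, while 53 shared at least 50%. This argues against carry-over at 1 level between all neighbours, while carry-over between some wells stays open. Over wells of at least 10000 counts, vertical neighbours were 6.004 points more similar than other wells of their column (one-sided permutation p 0.0002), which argues against differences between columns as the whole cause. The order of picking may contribute, but the labels do not give it and it was not tested. No biological explanation was tested.

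The 4 wells under 10000 counts had B3 205, B4 204, O4 357 and O3 4638 counts. They held 0.00776%, 0.00426%, 0.00573% and 0.181% of the summed counts of their adjacent wells. With the pooled profile of all other wells they shared 0.0854%, 0.112%, 1.27% and 1.56%. Draws of read pairs to the same total from that profile shared at least 1.00%, 1.08%, 1.83% and 19.001%, which argues against an even spill from all wells as the whole cause. Each read whose contig had a count in another well was assigned to the well in which that contig was otherwise most abundant. In B4 and O3, 2.94% and 8.495% of reads lay on contigs with no count in any other well, so they had no such well. In B3 and O4 that share was 0%. In O4, 65.3% of reads fell to O5, which held 2.25% of all counts. In B3 and B4, 14.1% and 15.7% fell to B7, which held 0.848% of all counts. In O3, 15.7% fell to O5 and 13.1% to B7. The own plate row of the well ranked first among 14 rows in 3 of the 4 wells, with 19.02% of reads in B3, 21.1% in B4, 66.1% in O4 and 16.6% in O3. The own plate column held 11.2%, 42.6%, 7.84% and 7.16%, so in B4 the column held more than the row. The 4 wells are too few to decide whether reads were shared along plate rows, and sharing along columns and reads of the wells' own contents stay open. The labels do not say which wells were left empty, and none of these is taken for one. No biological explanation was tested.

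Among the 64 wells of at least 1000000 counts, the fewest contigs were detected in I5 (721), F5 (1265), C5 (1355), H5 (1663) and B7 (2292). Their total counts were 1506324, 2265709, 3554005, 2172425 and 1874812. Their most similar wells shared 2.45%, 3.45%, 6.98%, 2.48% and 13.4%. For F5, C5 and B7 that well was O3, which had only 4638 counts, and among wells of at least 10000 counts the highest values were 2.31%, 6.94% and 7.52%. Contigs detected in 1 well only held 74.0%, 65.6%, 40.7%, 73.5% and 52.8% of their counts. Thinned to 10000 counts, they had 556, 741, 871, 928 and 1448 contigs with a count, within a range of 556 to 6230 and a median of 5416.5 over the 64 wells. Over these wells, contigs detected at full depth and contigs with a count at 10000 counts were correlated, with a Spearman's rho of 0.776 and a Pearson's r of 0.872 (two-sided permutation p 1e-05 for each, the smallest possible). Without the 2 wells farthest from the median r was 0.838, and within the 5 plate columns rho ran from 0.665 to 0.984. With a minimum of 10 counts after thinning, the same 5 wells had 283, 273, 316, 324 and 355 contigs, against a range of 46 to 355 and a median of 84 over 66 wells, and rho was -0.570 over the 64 wells (permutation p 1e-05). The order of wells at equal depth thus depends on the detection minimum. Unequal depth alone would give no correlation at either minimum, which argues against it as the whole cause of the range. No biological explanation was tested.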
